# Twins with different personalities: STAT5B—but not STAT5A—has a key role in BCR/ABL-induced leukemia

**DOI:** 10.1038/s41375-018-0369-5

**Published:** 2019-01-24

**Authors:** Sebastian Kollmann, Eva Grundschober, Barbara Maurer, Wolfgang Warsch, Reinhard Grausenburger, Leo Edlinger, Jani Huuhtanen, Sabine Lagger, Lothar Hennighausen, Peter Valent, Thomas Decker, Birgit Strobl, Mathias Mueller, Satu Mustjoki, Andrea Hoelbl-Kovacic, Veronika Sexl

**Keywords:** Acute lymphocytic leukaemia, Cell signalling

## Abstract

Deregulation of the Janus kinase/signal transducers and activators of transcription (JAK/STAT) signaling pathway is found in cancer with STAT5A/B controlling leukemic cell survival and disease progression. As mutations in *STAT5B*, but not *STAT5A*, have been frequently described in hematopoietic tumors, we used BCR/ABL as model systems to investigate the contribution of STAT5A or STAT5B for leukemogenesis. The absence of STAT5A decreased cell survival and colony formation. Even more drastic effects were observed in the absence of STAT5B. STAT5B-deficient cells formed BCR/ABL^+^ colonies or stable cell lines at low frequency. The rarely evolving *Stat5b*^*−/−*^ cell lines expressed enhanced levels of BCR/ABL oncoprotein compared to wild-type cells. In line, *Stat5b*^*−/−*^ leukemic cells induced leukemia with a significantly prolonged disease onset, whereas *Stat5a*^*−/−*^ cells rapidly caused a fatal disease superimposable to wild-type cells. RNA-sequencing (RNA-seq) profiling revealed a marked enhancement of interferon (IFN)-α and IFN-γ signatures in *Stat5b*^*−/−*^ cells. Inhibition of IFN responses rescued BCR/ABL^+^ colony formation of *Stat5b*^*−/−*^-deficient cells. A downregulated IFN response was also observed in patients suffering from leukemia carrying *STAT5B* mutations. Our data define STAT5B as major STAT5 isoform driving BCR/ABL^+^ leukemia. STAT5B enables transformation by suppressing IFN-α/γ, thereby facilitating leukemogenesis. Our findings might help explain the high frequency of *STAT5B* mutations in hematopoietic tumors.

## Introduction

Janus kinase/signal transducers and activators of transcription (JAK/STAT) signaling has been implicated in multiple forms of solid as well as hematologic cancers [1]. In particular, the constitutive activation of JAK/STAT signaling is found in several forms of leukemia [2–7] (http://cancergenome.nih.gov/). We have identified the transcription factors STAT5A/B as critical nodes in the signaling network downstream of the leukemia-associated BCR/ABL oncogene [8, 9]. The STAT5 locus is comprised of two genes, *STAT5A* and *STAT5B*. So far, only little is known of STAT5A- or STAT5B-specific functions in hematopoietic cells. In non-hematopoietic cells, STAT5A and STAT5B fulfill non-redundant functions. STAT5A, but not STAT5B, is essential for mammary gland development and prolactin signaling [10, 11]. On the other hand, STAT5B mediates growth hormone signaling and *Stat5b*-knockout mice show reduced body growth [12, 13]. In BCR/ABL-driven lymphoid as well as myeloid leukemia, the combined loss of STAT5A and STAT5B halts disease, the requirement for STAT5A/B extending to the leukemic stem cell compartment [9].

In leukemia, STAT5A and STAT5B may have individual functions as the constitutive activation of either protein is capable to inflict a disease of a specific phenotype. In mice, the expression of a constitutively active (ca) version of STAT5A (caSTAT5A) induces an aggressive multi-lineage leukemia [14]. The expression of caSTAT5B or the overexpression of wild-type (wt) STAT5B selectively disturbs lymphopoiesis resulting in profound expansion of B and T cell numbers [15–17]. In NPM-ALK-driven neoplasms, silencing of STAT5B blocks and silencing of STAT5A supports the disease [18, 19]. So far it remains unclear how STAT5A and STAT5B exert their independent functions despite sharing 94% structural homology. Complete *Stat5a* and *Stat5b* single knockout mice were generated which offer the possibility to dissect individual functions of these proteins [10, 13].

Genome-wide screening of mutations in cancers revealed that mutations affect *STAT5B* at a much higher frequency than *STAT5A* (https://cancer.sanger.ac.uk/cosmic). These mutations are confined to hematological disorders (mainly T cell and natural killer T cell leukemias and lymphomas).

In 2013, Rajala et al. [20] identified a *STAT5B* missense mutation (encoding a STAT5B^N642H^ mutant) in cases of large granulocytic lymphocytic (LGL) leukemia. The same mutation was later on also discovered in acute T cell leukemia [21, 22], T-prolymphocytic leukemia [23], and hepatosplenic T cell lymphoma [24]. By now, according to the COSMIC database, somatic STAT5B^N642H^ mutation was identified in 11 types of leukemia currently summing up to prevalence in more than 90 patients, the incidence rising (cancer.sanger.ac.uk/cosmic/).

The STAT5B^N642H^ mutation affects the Src homology 2 domain and reportedly increases the stability of the STAT5B dimer [25]. As a result, the transcriptional activity of STAT5B is markedly increased [21]. In line, the presence of a STAT5B^N642H^ mutant in BA/F3 cells confers interleukin-3-independent growth [26, 27]. Only recently, a STAT5B^N642H^ transgenic mouse model was generated recapitulating the T cell neoplasia phenotype observed in human patients [27]. These observations indicate a yet underestimated role of STAT5B in human and murine leukemogenesis.

Here we investigated why mutations in human cancers are predominantly found in *STAT5B* and not in *STAT5A*. We used knockout mice, which either lack STAT5A or STAT5B [10, 13]. Using a combination of transformation studies in vitro and in vivo, we identify STAT5B as the dominant isoform allowing leukemic cell transformation and propagation of disease. Transcriptional profiling revealed that IFN-α and IFN-γ pathways are pronouncedly upregulated in *Stat5a*^*−/−*^ and *Stat5b*^*−/−*^ cells, the extent being higher in *Stat5b*^*−/−*^ cells. Blockage of IFN-α and IFN-γ signaling restored their capability to transform. In line, transcriptional analysis of *STAT5B*-mutated leukemia patient samples revealed a downregulated IFN response. Taken together, our data point at a dominant role of STAT5B in suppressing IFN-α and IFN-γ signaling during leukemic transformation.

## Material and methods

### Primary CML patient samples

Primary leukemic cells were obtained from patients with chronic myeloid leukemia (CML) at routine blood and bone marrow (BM) examinations after informed consent was given in compliance with the Declaration of Helsinki. Peripheral blood and BM mononuclear cells were isolated using Ficoll. Samples were analyzed for BCR/ABL mutations and BCR/ABL messenger RNA (mRNA) levels according to the international scale as reported [28]. Use of human samples was approved by the ethics committee of the Medical University of Vienna (ethics committee no. 1184/2014) and is in compliance with Austrian legislation.

### Primary T-LGLL patient samples

The study was undertaken in compliance with the principles of the Declaration of Helsinki and was approved by the ethics committees in the Helsinki University Central Hospital (Helsinki, Finland). All patients and healthy controls gave written informed consents. All patients met the criteria of T-cell large granular lymphocytic leukemia (T-LGLL) as defined by the World Health Organization (2008). STAT5B mutations were identified with exome sequencing and validated by capillary sequencing, as previously described [20, 29, 30]. Patient samples harboring the following mutations were included in this study: STAT5B^Y665F^, STAT5B^Q706L^, and STAT5B^S715F^.

### Mice

*Stat5a*^*−/−*^ [10], *Stat5b*^*−/−*^ [13], NSG (NOD.Cg-*Prkdc*^*scid*^ *Il2rg*tm ^*1Wjl*^/SzJ; license BMWF 68.205/0093-WF/V/3b/2015), and NOG-F mice (NOD.Cg*-Prkdcscid Il2rgtm1Sug/*JicTac, Taconic Biosciences A/S) were maintained under SPF conditions at the University of Veterinary Medicine Vienna. All animal experiments were conducted in 6- to 9-week-old mice and approved by institutional ethics and animal welfare committee and the national authority according to §§26ff. of Animal Experiments Act, Tierversuchsgesetz 2012 – TVG 2012 (license BMWF-68.205/0218-II/3b/2012).

### Transplantation of leukemic cells and new-born infections

#### Subcutaneous injection

NSG mice were injected into the flanks with 1 × 10^6^ BCR/ABL^p185+^ cells. After 8–12 days, tumor nodules were palpable and tumor sizes were measured every other day with a slide caliper and calculated using the formula: *a* × *b*/2 (*a*: length of tumor; *b*: tumor width). Tumor weights were determined after sacrificing the mice.

#### Intravenous injection

BCR/ABL^p185+^ cells (1 × 10^4^) were injected intravenously (i.v.) into NSG mice. Sick mice were sacrificed upon paralysis of hind legs and analyzed for spleen weights, white blood cell counts, and the presence of leukemic cells in BM, spleen, and blood.

BCR/ABL^p185+^ cells (5 × 10^4^) were injected i.v. into NOG-F mice. Mice were sacrificed at day 5, day 8, and day 11 upon injection and analyzed for the presence of leukemic cells in BM, spleen, and blood.

#### New-born infections

Ab-MulV was subcutaneously injected into new-born mice (24–48 h after birth), conducted as described [31].

### RNA-seq analysis

#### Murine data

For RNA-sequencing (RNA-seq) of immortalized *Stat5a*^*−/−*^, *Stat5b*^*−/−*^, and wt BCR/ABL^p185+^ cell lines, libraries from mRNA of these cell lines (*n* = 1 per genotype in three technical replicates) were prepared using the Lexogen SENSE mRNA-Seq library preparation kit (Lexogen, Vienna, Austria). Single-end, 50 bp sequencing was performed on an Illumina HiSeq-2500 sequencer (Illumina, San Diego, CA, USA). After quality control of raw data with FastQC and removement of adapters and low-quality reads with Trimmomatic (version 0.36), reads were mapped to the GENECODE M13 genome using STAR (version 2.5.2b) with default parameters. Counts for union gene models were obtained using featureCounts from the Subread package (version 1.5.1). Differentially expressed (Benjamin–Hochbert corrected *p* value (*p*-adjust) < 0.05 and fold change >2) genes were identified using DESeq2 (version 1.18.1). Genset enrichment analysis (GSEA) against Molecular Signature Database (MSigDB) hallmark gene sets with log 2 fold-change ranked lists from differential expression analysis (DEA) was utilized to determine significantly deregulated pathways (absolute normalized enrichment score (NES) >1, false discovery rate (FDR) <0.25). To demonstrate stronger increase of the type I and type II IFN response pathway in *Stat5b*^*−/−*^ than in *Stat5a*^*−/−*^ BCR/ABL^p185+^ cell lines, log 2 fold changes and adjusted *p* values of the DEA (*Stat5a*^*−/−*^ vs. wt and *Stat5b*^*−/−*^ vs. wt) of genes that contribute to core enrichment in either of the two GSEA analysis are shown.

The RNA-seq data reported in this article have been deposited in the Gene Expression Omnibus database (Accession ID: GSE121246).

#### Human patient data

For RNA-seq of STAT5B mutant (1 CD4^+^, 1 CD4^+^CD8^+^, and 2 CD8^+^) and wt (13 CD8^+^) T-LGLL samples were prepared using miRNeasy mini kit (Qiagen) and Nucleospin RNA II kit (Macherey-Nagel). Sequencing libraries were sequenced using paired-end 100 bp read format on an Illumina HiSeq 2000 instrument (Illumina). Paired-end reads passing the pre-processing were aligned to human reference genome build 38 (EnsEMBL v82) using STAR (version 2.5.2b) with the default two-pass per-sample mapping settings. Reads were then sorted by coordinate using the SortSAM and PCR duplicates were marked using the MarkDuplicate module of the Picard toolkit. Mapped reads were assigned to gene features (EnsEMBL v82) using FeatureCounts by allowing multi-mapping reads and assignment of a read to more than one overlapping feature.

Differentially expressed (*p*-adjust <0.05 and fold change >2) genes were identified with edgeR (version 3.22.3) with common dispersion with default parameters. GSEA analysis was done as described above.

### Colony formation assay with or without blocking of IFN-α/β and IFN-γ responses and growth curve

BM cells were infected with Ab-MulV, BCR/ABL^p185^, or BCR/ABL^p210^ virus containing supernatant as previously described [8]. Cells (1 × 10^6^) were seeded in methylcellulose without supplement of cytokines (MethoCult, 03231, STEMCELL Technologies, Vancouver, BC, Canada). For IFN signaling blocking experiments, 10 µg/ml immunoglobulin G (IgG) control antibody (02-6102, Invitrogen, San Diego, CA, USA) or 10 µg/ml IFNAR1-blocking antibody (eBioscience, San Diego, CA, USA) or 10 µg/ml IFN-γ-blocking antibody (Becton-Dickinson, Franklin Lakes, NJ, USA) or a combination of both (in total 10 µg/ml) was directly added to the methylcellulose (MethoCult, 03231, STEMCELL Technologies). Colonies were counted after 9–14 days and photographed using a ChemiDoc^TM^ Touch Imaging System (Bio-Rad, Hercules, CA, USA). Representative colonies were picked for fluorescence-activated cell sorting (FACS) analysis.

For growth analysis, 5 × 10^5^ BCR/ABL^p185+^ cells were seeded and 100 µl of cell suspension was used for counting via flow cytometry at indicated time points. Cells were split every third day and filled up with fresh medium to maintain exponential growth.

Competitive growth analysis of short hairpin RNA (shRNA)-mediated STAT5A and STAT5B knockdowns was performed in K562 cells. Percentages of green fluorescent protein-positive (GFP^+^) cells (starting point/starting value in all samples ~80% GFP^+^) were analyzed at the indicated time points via flow cytometry. All time points were normalized to the percentage of GFP^+^ cells at day 5 of the respective sample. Cells were split every third day and filled up with fresh medium to maintain exponential growth.

### Statistical analyses

Kruskal–Wallis test (followed by Dunn’s test), one-way analysis of variance (followed by Tukey's multiple comparison test), log-rank (Mantel–Cox) test, Wilcoxon–Mann–Whitney test, *χ*^2^ test and assessment of half maximal inhibitory concentration (IC_50_) values were performed using GraphPad Prism^®^ Software version 5.04 and 6.02. Statistical significance is indicated for each experiment specifically (*p < 0.05; **p < 0.01; ***p < 0.001).

## Results

### Overexpression of *Stat5b* enhances cell proliferation of BCR/ABL^+^ cells

We have shown that the levels of STAT5A increase during progression of CML [32]. Similarly, the expression of STAT5B increases significantly in samples derived from CML patients when they reach the accelerated phase (AP) or chronic phase (CP). We observe a tendency of STAT5B upregulation in samples derived from patients in blast crisis and in those who became imatinib-resistant during CP (Fig. 1a). To test whether STAT5A or STAT5B control survival of BCR/ABL^+^ leukemic cells, we expressed *Stat5a*, *Stat5b*, or the empty vector (henceforth called “GFP” for simplicity) in *v-Abl*-transformed cells. Enforced expression of STAT5A or STAT5B provided a proliferative advantage, the effect of STAT5B overexpression being more pronounced (Supplementary Figure 1a). Loss-of-function studies in murine BCR/ABL^p185+^ cells complemented these experiments; knockdown of *Stat5b* induced apoptosis, whereas the effects of the *Stat5a*-directed shRNA were less pronounced shortly upon sorting of infected cells (Fig. 1b). To understand the effect of STAT5A and STAT5B on the initial transformation process, we infected BM cells with a retrovirus encoding for *v-Abl* in combination with a retrovirus conferring either *Stat5a* or *Stat5b* expression linked via internal ribosome entry site to GFP. Mean levels of expression per cell of either vector were superimposable (Supplementary Figure 1b). Again, the empty GFP vector served as control. Against our expectations, the concomitant expression of *Stat5a* and the *v-Abl* oncogene repressed colony formation compared to the empty vector setting (Fig. 1c). In contrast, the frequency of colonies expressing both v-Abl and STAT5B was increased.

**Fig. 1:**
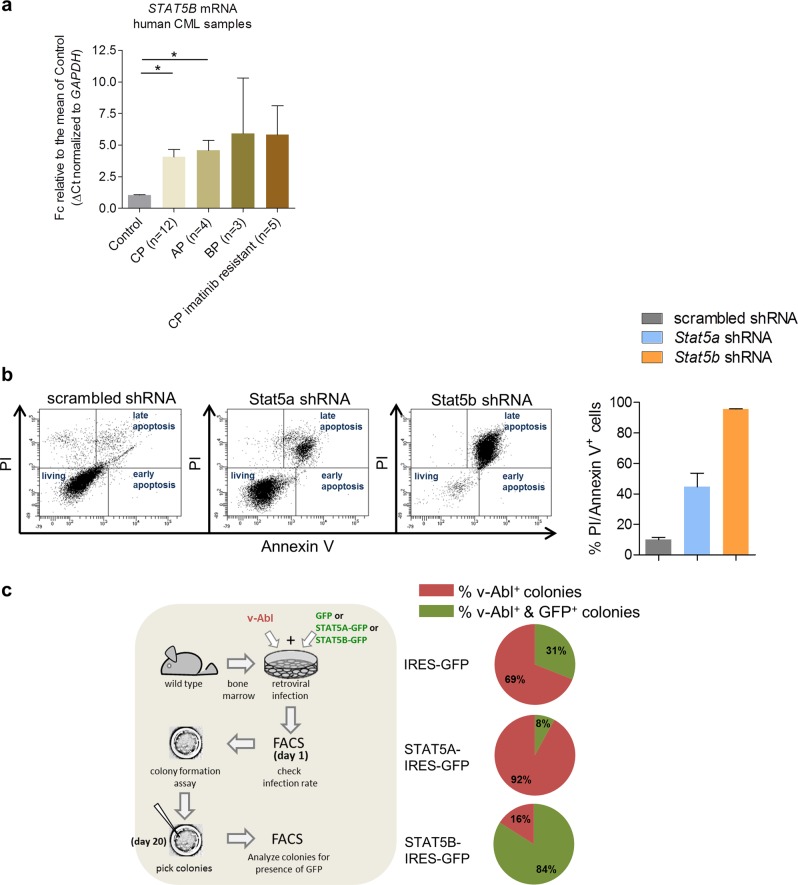
STAT5B controls transformation and survival of BCR/ABL^+^ cells. **a** qPCR for *STAT5B* in human CML samples. Fold change of *STAT5B* mRNA levels compared to the mean level of control bone marrow (BM) samples. Control BM was derived from healthy individuals (*n* = 3); untreated CML patients in chronic phase (CP) (*n* = 12), acute phase (AP) (*n* = 4) or blast phase (BP) (*n* = 3) and relapsed imatinib-resistant patients in CP (*n* = 5). Error bars represent mean ± SEM. Results were normalized to *GAPDH* mRNA expression. Levels of significance were calculated using Kruskal–-Wallis test followed by Dunn’s test. **b** Representative FACS plots (Annexin-V/PI stainings) of BCR/ABL^p185+^ cells with shRNA-mediated knockdown of *Stat5a* or *Stat5b*. Scrambled shRNA was used as control. Right: Percentages of Annexin-V/PI–double positive BCR/ABL^p185+^ cell lines with shRNA-mediated knockdown of *Stat5a* or *Stat5b* (*n* = 2 cell lines/construct). Error bars represent mean ± SEM. Levels of significance were calculated using Kruskal–Wallis test followed by Dunn’s test. **c** Co-infection of BM cells with Ab-MuLV (encoding v-Abl) and vectors expressing STAT5A or STAT5B (infection rates are provided in Supplementary Figure 1c) were plated in growth factor-free methylcellulose (*n* = 2 cell lines/construct). Mean percentages of colonies carrying STAT5A and STAT5B are indicated in pie charts. STAT signal transducers and activators of transcription, BM bone marrow, wt wild type, qPCR quantitative PCR, CML chronic myeloid leukemia, mRNA messenger RNA, PI propidium iodide, shRNA short hairpin RNA

### *Stat5b* promotes initial transformation and cell proliferation

To substantiate the findings, we next employed mouse models with specific deletions for either STAT5A or STAT5B [10, 13]. BM cells were infected with a retrovirus encoding BCR/ABL^p185^ and plated in growth factor-free methylcellulose. Whereas the absence of *Stat5a* reduced colony numbers about two-thirds, hardly any colonies were derived from *Stat5b*-deficient BM (Fig. 2a). These differences were reflected by the frequency in the outgrowth of stable cell lines; in the absence of STAT5A, we received 10/17 stable (59%) cell lines, while only 4/14 (29%) stable cell lines were derived from STAT5B-deficient BM (*χ*^2^: 94.75, df: 4, *p* < 0.0001). Moreover, *Stat5b*-deficient cell lines grew out with a delay of ~12 weeks post infection, whereas *Stat5a*-deficient cells required about 6 weeks to form a stable cell line similar to wt lines, which succeeded to 100% to grow into stable cell lines (12/12). The absence of *Stat5a* and *Stat5b* required an enhanced BCR/ABL expression level (indicated by higher mean fluorescence intensity in the FACS analysis), which was also evident in western blot analysis (Supplementary Figure 2a and b). In line, the IC_50_ level for the BCR/ABL-inhibitor, imatinib were enhanced in *Stat5b*-deficient cells (Supplementary Figure 2b). When analyzing cell cycle progression of established cell lines by FACS, we observed consistently reduced numbers of cells in the S phase in *Stat5b*^*−/−*^ cells (Fig. 2c, left panel). Growth curves over a period of 10 days confirmed the reduced cell proliferation upon STAT5B deficiency (Fig. 2c, right panel). These data indicate a role for STAT5B during the initial transformation process and for cell proliferation driven by BCR/ABL.

**Fig. 2:**
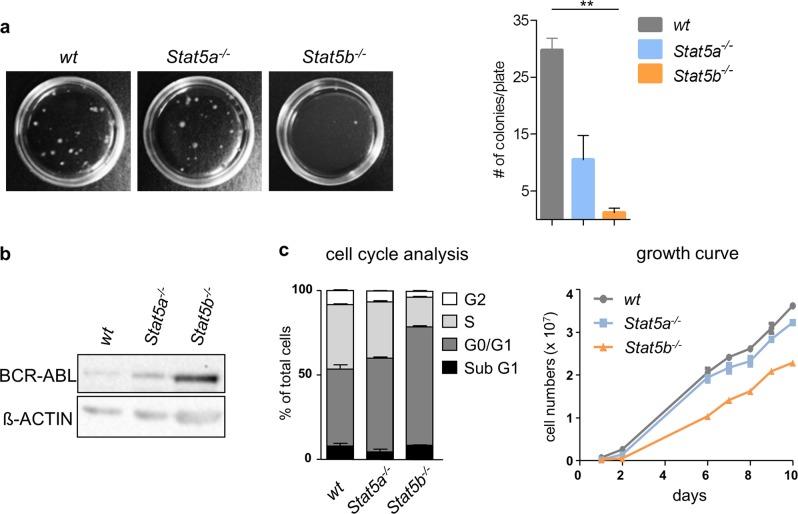
STAT5B controls initial transformation and cell proliferation. **a** BM cells of wt, *Stat5a*^*−/−*^, or *Stat5b*^*−/−*^ mice were infected with a retrovirus encoding BCR/ABL^p185^ and plated in growth factor-free methylcellulose. Representative pictures of colony formation assays (CFA) are depicted. Bar graph summarizes data obtained from 4 cell lines/genotype each in technical duplicates. Error bars represent mean ± SEM. Levels of significance were calculated using Kruskal–Wallis test followed by Dunn’s test. **b** Protein levels of BCR/ABL in wt, *Stat5a*^*−/−*^, or *Stat5b*^*−/−*^ cell lines as determined by immunoblotting. One representative blot is shown. β-Actin served as a loading control. **c** Cell cycle profiles analyzed by PI-staining of BCR/ABL^p185^-transduced cell lines (*n* = 2 cell lines/genotype). Error bars represent mean ± SEM. Right: Growth curves of established wt, *Stat5a*^*−/−*^, or *Stat5b*^*−/−*^ BCR/ABL^p185+^ cell lines (*n* = 2 cell lines/genotype). Error bars represent mean ± SEM. Levels of significance were calculated using Kruskal–Wallis test followed by Dunn’s test. STAT signal transducers and activators of transcription, BM bone marrow, wt wild type, PI propidium iodide

### STAT5B is required for leukemogenesis and tumor formation in vivo

Deletion of *Stat5a/b* impairs leukemic cell growth in vivo [8, 9, 33, 34]. To dissect the individual contribution of STAT5A and STAT5B to lymphoid tumor formation, we injected *Stat5a*^*−/−*^, *Stat5b*^*−/−*^, or wt BCR/ABL^p185+^ cell lines subcutaneously into NSG mice. *Stat5b*^*−/−*^ cells elicited significantly smaller tumors than *Stat5a*^*−/−*^ or wt cell lines (Fig. 3a). To model a systemic disease, we injected the cell lines intravenously into NSG mice. We observed a significantly prolonged survival of mice that had received *Stat5b*^*−/−*^ cells compared to the cohorts that were transplanted with *Stat5a*^*−/−*^ or wt cell lines (Fig. 3b, left panel). The later time point of disease onset in *Stat5b*^*−/−*^ transplanted mice was paralleled by reduced numbers of leukemic (CD19^+^) cells in the BM (Supplementary Figure 3a). Frequencies of leukemic cells in the blood and spleen as well as white blood cell counts (WBCs) were comparable to those of the other cohorts (Supplementary Figure 3a and b). To gain more insight into the kinetics of disease development, we repeated the experiment and followed expansion of GFP^+^ cells over time (Fig. 3b, right panel and Supplementary Figure 3c). Whereas leukemic cells were hardly present on day 5 in all experimental groups, a clear reduction of GFP^+^ leukemic cells was evident on day 8 in the BM, spleen, and in the peripheral blood in mice that had received *Stat5b*^*−/−*^ cells. In BM and blood, this difference extended to day 11.

**Fig. 3:**
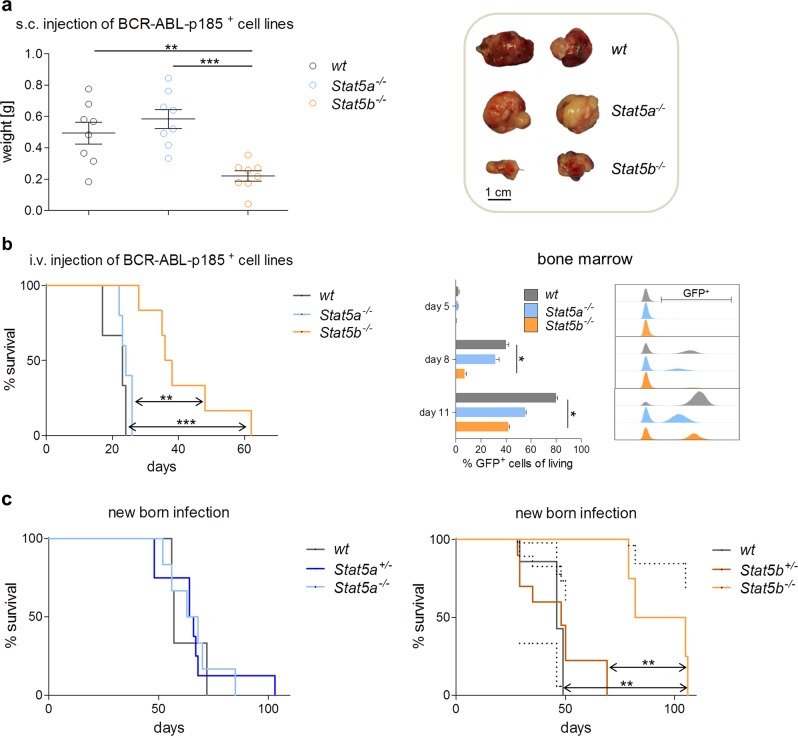
BCR/ABL-induced tumor formation in vivo is impaired upon loss of STAT5B. **a** Left: Subcutaneous injection of BCR/ABL^p185+^ established cell lines into NSG mice (*n* = 8 per genotype). Bar graph summarizes tumor weights. Levels of significance were calculated using one-way ANOVA. Error bars represent mean ± SEM. Right: Representative pictures of tumor sizes are depicted. **b** Kaplan–Meier plot of NSG mice that have received an intravenous injection (*i.v*.) of wt, *Stat5a*^*−/−*^, or *Stat5b*^*−/−*^ BCR/ABL^p185+^ cells (*n* ≥ 6 per genotype). Log-rank (Mantel–Cox) test was used to calculate levels of significance. Right: *I.v.* injection of wt, *Stat5a*^*−/−*^, or *Stat5b*^*−/−*^ BCR/ABL^p185+^ cells into NSG mice. Three mice per genotype were sacrificed on day 5, day 8, and day 11 upon injection of BCR/ABL^p185+^ cells. Quantitative analysis via FACS for GFP^+^ BCR/ABL^p185+^ cells in the BM (*n* = 3 per genotype and day) as well as representative histograms of each day and phenotype are provided. Error bars represent mean ± SEM. Levels of significance were calculated using Kruskal–Wallis test followed by Dunn’s test. **c** Survival plots after new-born infections using Ab-MulV (encoding v-abl) comparing left: wt, *Stat5a*^*+/−*^, and *Stat5a*^*−/−*^ mice (*n* ≥ 3 per genotype) or right: wt, *Stat5b*^*+/−*^, and *Stat5b*^*−/−*^ mice (*n* ≥ 4 per genotype). Log-rank (Mantel–Cox) test was used to calculate levels of significance. NSG NOD.Cg-*Prkdc*^*scid*^ *Il2rg*tm ^*1Wjl*^/SzJ, ANOVA analysis of variance, IFN interferon, STAT signal transducers and activators of transcription, wt wild type, GFP green fluorescent protein

To mimic disease development in people, we injected a retrovirus encoding *v-abl* intraperitoneally into new-born mice inducing a slowly evolving mono- or oligo-clonal disease. *Stat5a*^*−/−*^ and *Stat5b*^*−/−*^ mice and their heterozygous and wt littermates were injected 24 to 36 h after birth. *Stat5a*^*−/−*^, *Stat5a*^*+/−*^, and wt mice showed overlapping kinetics in the incidence of terminal disease. In contrast, *Stat5b*-deficient mice diseased significantly later than their *Stat5b*^*+/−*^ and wt littermates (Fig. 3c). These data verify the privileged role for STAT5B in BCR/ABL-induced leukemia in vivo.

### STAT5B suppresses IFN responses in BCR/ABL^+^ cells

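RNA-seq libraries were made from mRNA of BCR/ABLp185+ cell lines, which are bone marrow cells transformed with the BCR/ABL oncogene. There was 1 cell line of each genotype, wt, Stat5a-/- and Stat5b-/-, with 3 technical replicates of each, so that 9 libraries were analysed. Tests on these libraries compare the 3 cell lines, not independent lines of each genotype. The authors sequenced 50 bp single-end reads, removed adapters and low-quality reads, and mapped the rest with STAR to the GENCODE M13 mouse genome (GRCm38). They deposited the number of reads that featureCounts assigned to each of 50686 genes, without normalization. By default this counter drops reads that map to several places, so genes with near-identical copies are uncertain. The wt libraries held 15330302, 19016396 and 16569410 counted reads, the Stat5a-/- libraries 14905175, 13120053 and 11948136, and the Stat5b-/- libraries 14657020, 14416483 and 12527910. The 10 genes with the most reads took between 7.25% and 9.66% of a library. The replicates of a line differed by more than sampling noise, with a chi-square of their counts per degree of freedom between 4.81 and 29.7, and each was counted as a library. Counts were normalized with edgeR's TMM method and tested with edgeR's quasi-likelihood method on all 9 libraries, over the 13852 genes that passed its filter on low counts. Values are given as normalized CPM, which are counts scaled to a common library total. As in the paper's methods, genes were called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 2. Libraries of 1 line differed with the GC content of the genes, with an absolute correlation across genes of up to 0.61 between GC content and a library's deviation from the mean of its line. Libraries with the same replicate number did not deviate together. The mean correlation of their deviations across genes was -0.12 over 9 pairs, against 0.059 over 18 pairs with different numbers. Each library also held reads of T-cell genes. The sum of 16 T-cell marker genes was 958 ± 166 normalized CPM (SD, n = 3) in wt, 1297 ± 119.5 in Stat5a-/- and 2191 ± 439 in Stat5b-/- libraries.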

To gain insights into how STAT5B interferes with BCR/ABL-induced leukemogenesis, we performed RNA-seq analysis. 881 genes were upregulated and 608 genes were downregulated exclusively in *Stat5b*^*−/−*^ cells, compared to wt cells (Supplementary Figure 4, Supplementary Tables 1 and 2).

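The knocked-out genes were examined first. Stat5a (ENSMUSG00000004043.14, chromosome 11 from 100859351 to 100885169 of GRCm38) had 43.1 ± 6.34 normalized CPM (SD, n = 3) in wt, 12.4 ± 1.02 in Stat5a-/- and 83.6 ± 10.2 in Stat5b-/- libraries. Its log2 fold change against wt was -1.79 in Stat5a-/- (standard error 0.14, adjusted p = 4.69e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.96 in Stat5b-/- (standard error 0.13, adjusted p = 5.95e-05). Stat5b (ENSMUSG00000020919.11, chromosome 11 from 100780731 to 100850724) had 105 ± 1.96 in wt, 142 ± 15.9 in Stat5a-/- and 63.4 ± 7.71 in Stat5b-/- libraries. Its log2 fold change was -0.73 in Stat5b-/- (standard error 0.11, adjusted p = 1.69e-04 from the same test), and reads on the gene remained in the 3 Stat5b-/- libraries. Against wt, 1471 genes were upregulated and 1169 downregulated in Stat5b-/-, and 1074 were upregulated and 899 downregulated in Stat5a-/-. Of these, 602 were up and 604 down in both knockout lines. There were 869 genes upregulated and 565 downregulated in Stat5b-/- that did not pass the same limits in the same direction in Stat5a-/-. A direct test of Stat5b-/- against Stat5a-/- gave an adjusted p under 0.05 in that direction for 610 of the 869 and 447 of the 565. Between the knockout lines, 666 genes were higher and 914 lower in Stat5b-/- past both limits. Across the tested genes, which are not independent replicates, the log2 fold changes of both knockout lines against wt had a correlation of 0.66. With the replicate number as a block, 850 genes were up and 563 down only in Stat5b-/-. DESeq2, which the paper used, gave 822 up and 580 down, and with shrunken log2 fold changes 754 up and 536 down. For the genes up only in Stat5b-/-, the alternative that moved the number most was a test against a log2 fold change of 1 itself, which left 326 up and 342 down. For the genes down only in Stat5b-/- it was a definition by adjusted p alone, which left 306 down and 582 up. This definition dropped genes with an adjusted p under 0.05 in Stat5a-/- in either direction. In the same direction, 254 of the 869 and 165 of the 565 had one. With the share of T-cell receptor beta V-gene reads in each library as a covariate, an alternative chosen after seeing the data, 520 were up and 476 down only in Stat5b-/-. The largest rises in Stat5b-/- were those of Tenm4, Lhfpl2, Sytl4, Oaf and Hs3st2, with log2 fold changes between 9.04 and 10.46. The largest falls were those of Trgj4, Nr2f1, Kdelr3, Robo2 and Bche, between -10.23 and -9.50. In Stat5a-/-, Gldc, Gm525 and Ston1 rose most, between 10.58 and 11.06, and Lingo3, Garem1 and Plxna2 fell most, between -11.47 and -10.79. On the lower side of its comparison, each of these genes had at most 4 reads in a library, so the size of its change rests on very few reads. Most of them also passed in the same direction in the other knockout line. In Stat5a-/-, Tenm4 (10.27), Hs3st2 (6.86) and Oaf (5.80) rose, and Nr2f1 (-9.91), Robo2 (-9.40), Bche (-6.12), Kdelr3 (-4.07) and Trgj4 (-3.12) fell. In Stat5b-/-, Gm525 (9.01) and Ston1 (3.38) rose, and Plxna2 (-9.24), Lingo3 (-8.75) and Garem1 (-7.10) fell. Lhfpl2 did not pass in Stat5a-/-, and Sytl4 there and Gldc in Stat5b-/- had no reads.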

GSEA revealed three distinct groups: we found pathways that are (i) significantly higher enriched in *Stat5b*^*−/−*^ than in *Stat5a*^*−/−*^ cells, (ii) those which are exclusively enriched in *Stat5b*^*−/−*^ cells and (iii) those which are commonly regulated in both genotypes (Fig. 4a). 

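Gene sets were tested with fgsea on genes ranked by log2 fold change, as in the paper's methods. The hallmark sets were not used here, and 6 mouse Reactome sets with related content were tested in their place. Of their genes, 73 were tested for interferon gamma signaling, 12 for interferon alpha/beta signaling, 26 for glycolysis, 26 for mTOR signalling, 73 for respiratory electron transport and 22 for cholesterol biosynthesis. The p-values were adjusted over the 6 sets and come from permuting genes, so they describe these libraries. At the paper's limits, an absolute NES above 1 and an FDR under 0.25, 4 of the 6 sets passed in Stat5b-/- and 1 passed in Stat5a-/- against wt. Interferon gamma signaling passed in both. Interferon alpha/beta signaling, glycolysis and respiratory electron transport passed in Stat5b-/- but not in Stat5a-/-, which alone does not show a difference between the lines. Respiratory electron transport had an NES of -1.26 (adjusted p = 0.175) in Stat5b-/- and 0.69 (adjusted p = 0.955) in Stat5a-/-. In Stat5b-/- against Stat5a-/- its NES was -1.52 (adjusted p = 0.03), while the camera test, which allows for correlation between genes, gave an adjusted p of 0.464. Cholesterol biosynthesis had an NES of -0.68 (adjusted p = 0.902) in Stat5b-/- and 0.80 (adjusted p = 0.955) in Stat5a-/-, and in the direct comparison it passed the paper's limits with an NES of -1.37 (adjusted p = 0.136).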

IFN signaling comprised a major deregulated pathway; IFN-α and IFN-γ responses were upregulated in *Stat5a*^*−/−*^ and *Stat5b*^*−/−*^ cells, the extent being significantly higher in *Stat5b*^*−/−*^ cells (Fig. 4a and Supplementary Figure 5). 

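Interferon gamma signaling had an NES of 2.09 (fgsea adjusted p = 3.59e-06) in Stat5b-/- and 1.69 (adjusted p = 0.0141) in Stat5a-/- against wt. Interferon alpha/beta signaling had an NES of 1.44 (adjusted p = 0.175) in Stat5b-/- and 1.14 (adjusted p = 0.955) in Stat5a-/-. In the direct comparison of Stat5b-/- with Stat5a-/-, the NES was 1.58 (adjusted p = 0.03) for interferon gamma signaling and 1.18 (adjusted p = 0.283) for interferon alpha/beta signaling. With the replicate number as a block, the NES of interferon gamma signaling in this comparison was 1.58 (adjusted p = 0.0305). Without Stat5b-/- replicate 1 it was 1.31 (adjusted p = 0.253), and over the fits that each left out 1 library it ranged from 1.27 to 1.66. Without wt replicate 1, 2 or 3, a line outside this comparison, it was 1.31, 1.28 and 1.31 (adjusted p = 0.151, 0.181 and 0.145). Without a filter on low counts it was 1.16 (adjusted p = 0.191) and, as without a wt library, still passed the paper's limits. With the share of T-cell receptor reads as a covariate it was 1.25 (adjusted p = 0.317). With genes ranked by the signed square root of F it was 1.97 (adjusted p = 2.25e-04). The camera test gave interferon gamma signaling an adjusted p of 0.00607 in Stat5b-/-, 0.0509 in Stat5a-/- and 0.171 in the direct comparison. Without the genes on chromosomes 17, 18 and 19, which were higher as a group in Stat5a-/-, its NES was 1.50 (fgsea adjusted p = 0.233) in Stat5a-/- against wt, 1.80 (adjusted p = 0.0062) in Stat5b-/- against wt and 1.37 (adjusted p = 0.11) in the direct comparison. The paper names IFN signaling as a major deregulated pathway. It reports higher IFN-α and IFN-γ responses in both knockout lines, to a larger extent in Stat5b-/- cells.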

Downregulated pathways contained MYC-, MTORC1 signaling, and glycolysis—in line with the proposed role of STAT5 in tumor formation (Fig. 4a). 

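Glycolysis had an NES of -1.57 (fgsea adjusted p = 0.135) in Stat5b-/- and -0.64 (adjusted p = 0.955) in Stat5a-/- against wt. In Stat5b-/- against Stat5a-/- its NES was -1.70 (adjusted p = 0.03), while the camera test gave an adjusted p of 0.458. The fall in Stat5b-/- passed the paper's limit on the FDR, but not without a filter on low counts (NES -1.34, adjusted p = 0.296) or in the camera test (adjusted p = 0.623). The mTOR signalling set did not pass against wt, with an NES of -0.96 (adjusted p = 0.645) in Stat5b-/- and 0.70 (adjusted p = 0.955) in Stat5a-/-. In the direct comparison it passed the paper's limits, with an NES of -1.27 (adjusted p = 0.188), but not in the camera test (adjusted p = 0.464) or among random lists, where its median was at percentile 23.9. It is a set of 27 Reactome genes and not the hallmark set of the paper. A set of MYC targets was not used here. Myc itself (ENSMUSG00000022346.15, chromosome 15 from 61985391 to 61990374) had 1123 ± 57.5 normalized CPM (SD, n = 3) in wt, 766 ± 78.4 in Stat5a-/- and 294 ± 42.3 in Stat5b-/- libraries. Its log2 fold change was -1.94 in Stat5b-/- (standard error 0.12, adjusted p = 5.29e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.55 in Stat5a-/- (standard error 0.12, adjusted p = 0.00287). It was lower in Stat5b-/- than in Stat5a-/-, with a log2 fold change of -1.38 (standard error 0.12, adjusted p = 2.26e-06).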

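The median log2 fold change of each Reactome set was also placed among 10000 random lists of the same size matched on mean expression. In Stat5b-/- against wt, the median was 1.16 for interferon gamma signaling, at percentile 100, and 0.64 for interferon alpha/beta signaling, at percentile 99.97. For glycolysis it was -0.60 and for respiratory electron transport -0.22, both at percentile 0. For mTOR signalling it was 0.068, at percentile 70.6. In Stat5a-/- against wt, the median was 0.65 for interferon gamma signaling, at percentile 100, and 0.027 for mTOR signalling, at percentile 56.8. It was 0.25 for interferon alpha/beta signaling, at percentile 95.8, -0.13 for glycolysis, at 6.52, and -0.0046 for respiratory electron transport, at 13.5. In the direct comparison, it was 0.28 for interferon gamma signaling, at percentile 100, and 0.27 for interferon alpha/beta signaling, at percentile 97.8. These percentiles describe the libraries and carry no replicate error.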

Enrichment plots underline the increased prevalence of hallmark IFN-α and IFN-γ genes and the decreased abundance of MYC targets and MTORC1 signaling in *Stat5b*^*−/−*^ (Fig. 4b) and of MTORC1 targets in *Stat5a*^*−/−*^ cells (Supplementary Figure 6a and b).

**Fig. 4:**
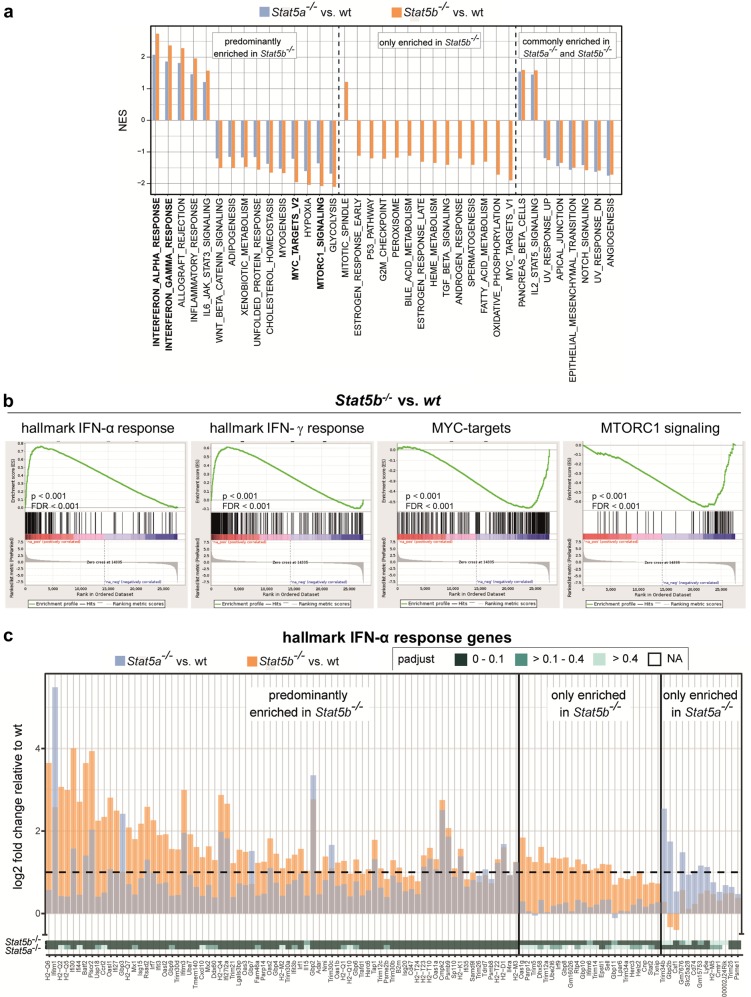
STAT5B suppresses interferon responses in BCR/ABL^+^ cells. RNA-seq analysis was performed on BCR/ABL^p185+^ cell lines derived from wt, *Stat5a*^*−/−*^ and *Stat5b*^*−/−*^ mice. **a** Significantly (NES >1, FDR <0.25) enriched hallmark gene sets obtained from GSEA of log 2 fold-change ranked gene lists from differential expression analysis of *Stat5b*^*−/−*^ (vs. wt) and *Stat5a*^*−/−*^ (vs. wt) BCR/ABL^p185+^ cell lines. Gene sets more enriched in *Stat5b*^*−/−*^ (left panel), only enriched in *Stat5b*^*−/−*^ (middle panel), and equally enriched in *Stat5b*^*−/−*^ and *Stat5a*^*−/−*^ (right panel) are shown. **b** Enrichment plots of the hallmark IFN-α response gene set from GSEA above and additional GSEA of differentially regulated genes between *Stat5b*^*−/−*^ and *Stat5a*^*−/−*^ BCR/ABL^p185+^ cell lines. **c** The change in expression levels of genes that contribute to core enrichment of the hallmark IFN-α response gene set in *Stat5b*^*−/−*^ (orange) and *Stat5a*^*−/−*^ (blue) BCR/ABL^p185+^ cell lines relative to wt BCR/ABL^p185+^ cell lines and the significance of this change (*p*-adjust, see legend) is shown. IFN interferon, STAT signal transducers and activators of transcription, wt wild type, NES normalized enrichment score, GSEA gene set enrichment analysis, *p*-adjust Benjamin–Hochbert corrected *p* value, FDR false discovery rate

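Fig. 4c names 113 interferon-responsive genes, of which 101 passed the filter on low counts. The paper chose them for their enrichment in these data, so their number describes the response and does not test it. Of the 101 genes, 97 rose in Stat5b-/- against wt at an adjusted p under 0.05 (from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Their median log2 fold change over all tested genes was 1.41, with an interquartile range from 1.05 to 2.01. In Stat5a-/- against wt, 64 rose, and the median was 0.74, with an interquartile range from 0.46 to 1.17. In the direct comparison, 62 were higher and 8 lower in Stat5b-/- than in Stat5a-/-. With the replicate number as a block, 95 rose in Stat5b-/-, 61 rose in Stat5a-/- and 59 were higher in Stat5b-/- than in Stat5a-/-. With each library left out in turn, these numbers were 94 to 97, 58 to 71 and 57 to 62. The share of T-cell receptor reads as a covariate, chosen after seeing the data, gave 73, 67 and 31, and moved the number of genes higher in Stat5b-/- than in Stat5a-/- most. An offset for GC content, also chosen after seeing the data, gave 97, 82 and 63, and moved the number of genes up in Stat5a-/- most. Genes on chromosomes 17, 18 and 19 were higher as a group in Stat5a-/-. Of the tested Fig. 4c genes on these chromosomes, 17 of 24 rose in Stat5a-/-, against 47 of 77 elsewhere (two-sided Fisher's exact test, p = 0.471).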

Genes that contribute to the core enrichment of hallmark IFN-α and IFN-γ response were subdivided into those which are predominantly enriched in *Stat5b*^*−/−*^, those which are only enriched in *Stat5b*^*−/−*^, and those which are only enriched in *Stat5a*^*−/−*^ cells. 

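Of the 75 tested Fig. 4c genes that the paper groups as predominantly enriched in Stat5b-/-, 75 rose in Stat5b-/- and 56 in Stat5a-/- at an adjusted p under 0.05, and 44 were higher in Stat5b-/- than in Stat5a-/-. Of the 18 tested genes grouped as only enriched in Stat5b-/-, 18 rose in Stat5b-/-, 1 rose in Stat5a-/-, and 18 were higher in Stat5b-/- than in Stat5a-/-. Of the 8 tested genes grouped as only enriched in Stat5a-/-, 7 rose in Stat5a-/- and 4 in Stat5b-/-, and 4 were lower in Stat5b-/- than in Stat5a-/-. Stat2 (ENSMUSG00000040033.16, chromosome 10 from 128270559 to 128292849) had 27.1 ± 3.19 normalized CPM (SD, n = 3) in wt, 32.4 ± 2.69 in Stat5a-/- and 46.9 ± 4.49 in Stat5b-/- libraries. Its log2 fold change in Stat5b-/- against wt was 0.79 (standard error 0.12, adjusted p = 1.66e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), below a fold change of 2. Irf9 (ENSMUSG00000002325.14, chromosome 14 from 55603571 to 55610030) had 19.3 ± 1.38 in wt, 22.9 ± 1.31 in Stat5a-/- and 50.3 ± 3.23 in Stat5b-/- libraries. It rose in Stat5b-/- by a log2 fold change of 1.38 (standard error 0.11, adjusted p = 3.25e-07). In Stat5a-/- against wt, neither Stat2 (log2 fold change 0.25, adjusted p = 0.136) nor Irf9 (0.24, adjusted p = 0.104) reached an adjusted p under 0.05, while with the GC offset both did (0.30, adjusted p = 0.0387 and 0.34, adjusted p = 0.011). With the GC offset and the replicate block together, Irf9 still did (0.34, adjusted p = 0.0266) and Stat2 did not (0.30, adjusted p = 0.0688). Both were higher in Stat5b-/- than in Stat5a-/-, by a log2 fold change of 0.54 for Stat2 (adjusted p = 0.00468) and 1.14 for Irf9 (adjusted p = 4.04e-06). Irf7 (ENSMUSG00000025498.15, chromosome 7 from 141262706 to 141266481) had 6.02 ± 0.863 in wt, 12.3 ± 1.13 in Stat5a-/- and 30.6 ± 3.13 in Stat5b-/- libraries. Its log2 fold change was 2.34 in Stat5b-/- (standard error 0.15, adjusted p = 3.61e-08) and 1.02 in Stat5a-/- (standard error 0.15, adjusted p = 1.28e-04). Mx1 (ENSMUSG00000000386.14, chromosome 16 from 97447035 to 97462907) had 51 to 84 reads in a Stat5b-/- library and 14 to 30 in a wt library, and a log2 fold change of 2.02 (standard error 0.32, adjusted p = 2.10e-04). Mx2 (ENSMUSG00000023341.14, chromosome 16 from 97535308 to 97560900), with which reads of its paralog Mx1 could have been mixed in counting, had 6 to 20 reads in a Stat5b-/- and 1 to 4 in a wt library, and a log2 fold change of 2.58 (standard error 0.70, adjusted p = 0.00873). In Stat5a-/- against wt, Mx1 (0.54, adjusted p = 0.285) and Mx2 (1.25, adjusted p = 0.29) did not pass. Mx1 was higher in Stat5b-/- than in Stat5a-/- (1.48, adjusted p = 0.00341), while the difference in Mx2 did not pass (1.33, adjusted p = 0.125). With the share of T-cell receptor reads as a covariate, Stat2 (0.58, adjusted p = 0.0494), Irf9 (1.18, adjusted p = 3.09e-04) and Irf7 (2.00, adjusted p = 3.10e-05) still rose in Stat5b-/- against wt at an adjusted p under 0.05, and Mx1 (0.87, adjusted p = 0.16) and Mx2 (1.66, adjusted p = 0.386) did not. With that covariate, Stat2 (0.36, adjusted p = 0.219) and Mx1 (0.46, adjusted p = 0.501) no longer differed between Stat5b-/- and Stat5a-/-. Irf9 (0.97, adjusted p = 9.35e-04) and Irf7 (1.02, adjusted p = 0.00289) were still higher in Stat5b-/-, and Mx2 again did not pass (0.52, adjusted p = 0.833).

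**Figure D1:**
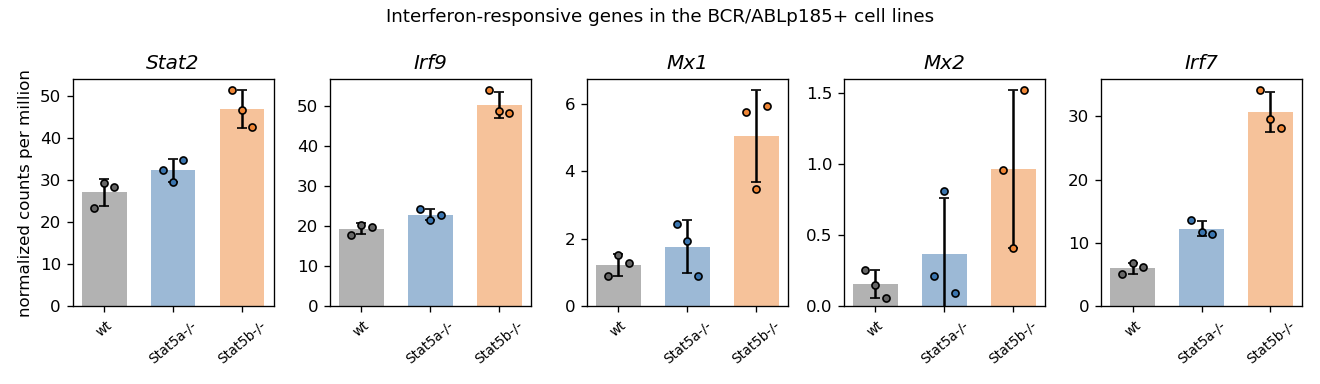
Normalized CPM (vertical axis, from 0, with a scale of its own for each gene) of Stat2, Irf9, Mx1, Mx2 and Irf7 in the wt, Stat5a-/- and Stat5b-/- cell lines. Points are the 3 technical replicates, bars their mean and error bars the SD, with the lower bar of Mx2 in Stat5a-/- ending at 0, and for Irf9 the 3 Stat5b-/- libraries, with a mean of 50.3, lie above every wt and Stat5a-/- library.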

Key IFN-α- and IFN-γ-responsive genes were found in the “only enriched in *Stat5b*^*−/−*^” group (such as *Stat2* or *Irf9*) and in the “predominantly enriched in *Stat5b*^*−/*^” group (such as *Mx-1*, *Mx-2*, or *Irf7*) (Fig. 4c and Supplementary Figure 7). The significantly higher impact on IFN-dependent gene regulation upon loss of STAT5B was verified by quantitative PCR (qPCR) for *IFN-γ* and *IFN-α* as well as the IFN-α-dependent immediate gene *Mx-1* (Fig. 5a). STAT1 and STAT2 are major transcriptional regulators downstream of IFN signaling. Cells lacking STAT5B display enhanced pSTAT1 and pSTAT2 levels compared to wt or *Stat5a*^*−/−*^ cell lines (Fig. 5b). To test whether the effect extends to human BCR/ABL^+^ leukemia, we ablated STAT5A or STAT5B via shRNA-mediated knockdowns in K562 cells. Efficiencies of knockdowns were verified by immunoblotting (Supplementary Figure 8a). We monitored the outgrowth of shRNA-expressing cells in the presence of their non-transfected counterparts. Whereas loss of STAT5A led to a mild effect, the loss of STAT5B associated with a significant growth disadvantage (Fig. 5c, left panel and Supplementary Figure 8b). In line with the data obtained in the murine system, the expression levels of key interferon hallmark genes were markedly upregulated in STAT5B-deficient K562 cells (Fig. 5c, right panel). Taken together, these data point at a suppressive role of STAT5B in IFN-α and IFN-γ pathways upon transformation.

**Fig. 5:**
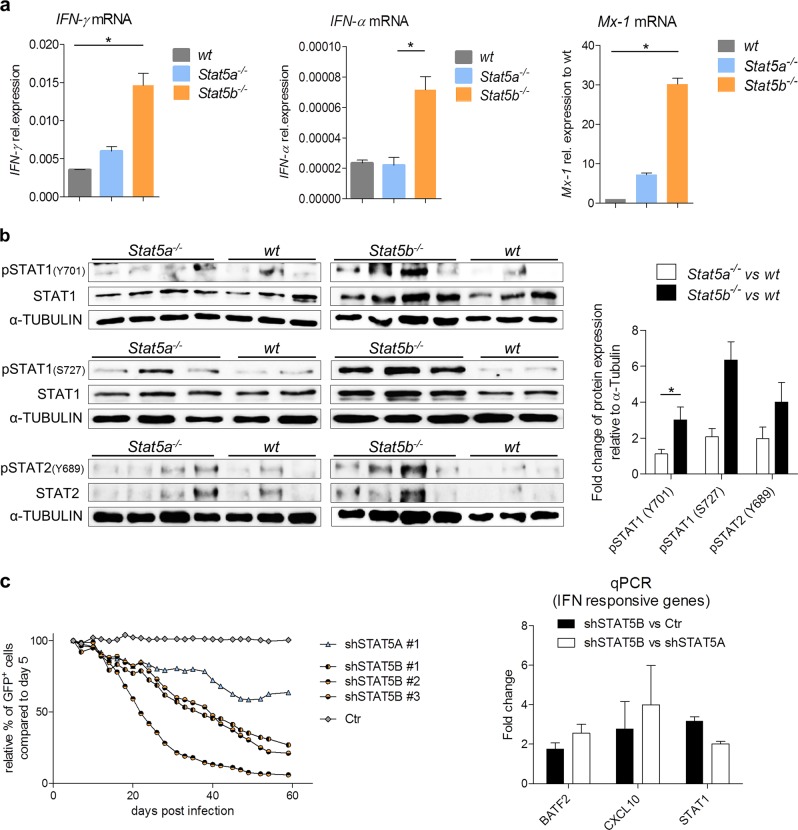
IFN-α and IFN-γ responses are impaired in BCR/ABL^p185+^ *Stat5b*^*−/−*^ cells. qPCRs of wt, *Stat5a*^*−/−*^, or *Stat5b*^*−/−*^ BCR/ABL^p185+^ cell lines for **a** *IFN-*γ, *IFN-α*, and *Mx-1* mRNA expression (*n* ≥ 3 cell lines/genotype). Error bars represent mean ± SEM. Levels of significance were calculated using Kruskal–Wallis test followed by Dunn’s test. **b** Protein levels of pSTAT1(pS727, pY701), pSTAT2(pY698), STAT1 and STAT2 in wt, *Stat5a*^*−/−*^, or *Stat5b*^*−/−*^ BCR/ABL ^p185+^ cells as determined by immunoblotting (each lane represents an independent cell line). Right*:* Densitometric analysis of pSTAT1(pS727, pY701) and pSTAT2(pY698) protein levels normalized to total protein loaded and wt. Error bars represent mean ± SEM. Levels of significance were calculated via Wilcoxon–Mann–Whitney test. **c** Outgrowth of K562 cells expressing shRNAs against STAT5A (*n* = 1), STAT5B (*n* = 3), and Control (Ctr = Renilla, *n* = 1), in the presence of their non-transfected counterparts. Percentages of shRNA-expressing cells were detected by GFP expression and analyzed by flow cytometry over a period of 2 months post infection. Right: K562 cells were treated with shSTAT5A, shSTAT5B, or Ctr shRNA and sorted for GFP^+^ cells. Fold change of mRNA expression levels were detected via qPCR for *BATF2*, *CXCL10*, and *STAT1*. Error bars represent mean ± SEM. Levels of significance were calculated via Wilcoxon–Mann–Whitney test. IFN interferon, qPCR quantitative PCR, BM bone marrow, STAT signal transducers and activators of transcription, wt wild type, shRNA short hairpin RNA, mRNA messenger RNA, GFP green fluorescent protein

### Blocking of type I or type II IFN signaling enables *Stat5b*^*−/−*^ cells to form colonies

To investigate the functional consequences of the STAT5–IFN axis, we next asked whether the elevated IFN signaling in *Stat5b*^*−/−*^ cells accounts for the reduced colony formation upon transformation by BCR/ABL^p185^ or BCR/ABL^p210^ oncogenes. To do so, we performed colony formation assays in the presence of IFNAR1 and/or IFN-γ antibodies. Treatment with anti-IFNAR1 increased the number of colonies compared to IgG controls in *Stat5b*^*−/−*^ cells (Fig. 6a). In line with the RNA-seq data, the effects were less pronounced in *Stat5a*^*−/−*^ cells. Blocking of IFN-γ elicited a comparable picture (Fig. 6b) as did the simultaneous blocking of type I and type II IFN signaling (Fig. 6c; *p* = 0.0208). These data suggest that blockage of IFNAR1 signaling or IFN-γ restores the transformation capacity of *Stat5b*^*−/−*^ cells.

**Fig. 6:**
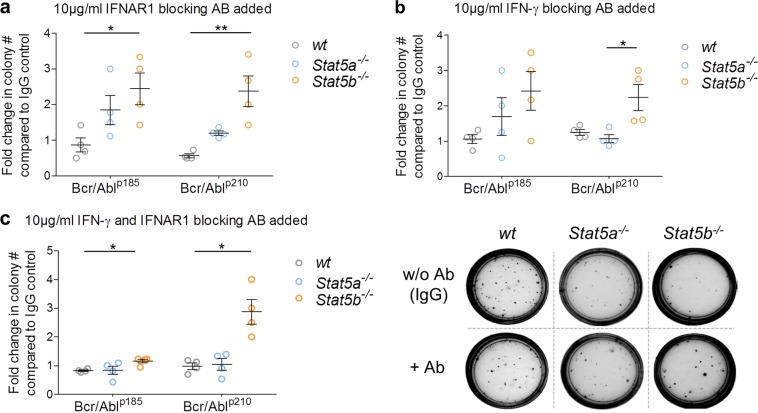
Blockage of IFN-α or IFN-γ signaling restores the capacity of *Stat5b*^*−/−*^ cells to form colonies. BM cells of wt, *Stat5a*^*−/−*^ or *Stat5b*^*−/−*^ mice were infected with a retrovirus encoding BCR/ABL^p185^ or BCR/ABL^p210^ and plated in growth factor-free methylcellulose. In addition 10 µg/ml antibodies (Ab) blocking **a** IFNAR1 or **b** IFN-γ or **c** combination of both (in total 10 µg/ml) were added (*n* = 4 per genotype). Levels of significance were calculated using Kruskal–Wallis test followed by Dunn’s test. Error bars represent means ± SEM. Right: representative pictures of CFA. IFN interferon, BM bone marrow, STAT signal transducers and activators of transcription, wt wild type, GSEA geneset enrichment analysis, CFA colony formation assays

### IFN responses are downregulated in leukemic patients harboring *STAT5B* mutations

Genome-wide screening of cancer patients is identifying increasing numbers of patients harboring somatic mutations in *STAT5B* (https://cancer.sanger.ac.uk/cosmic). These mutations are supposed to drive disease [21–24]. We hypothesized that leukemic cells derived from these patients show downregulation of IFN responses.

To test this, we performed RNA-seq of human STAT5B mutant T-LGLL samples using STAT5B-wt T-LGLL samples as controls. We identified 256 significantly upregulated and 376 significantly downregulated genes (Fig. 7a and Supplementary Table 3; *p*-adjust <0.05 and fold change >2). GSEA of this DEA revealed mainly negatively enriched gene sets, including IFN-α and IFN-γ responses (Fig. 7b, c). Only one gene set (HEME metabolism) was positively enriched (data not shown).

**Fig. 7:**
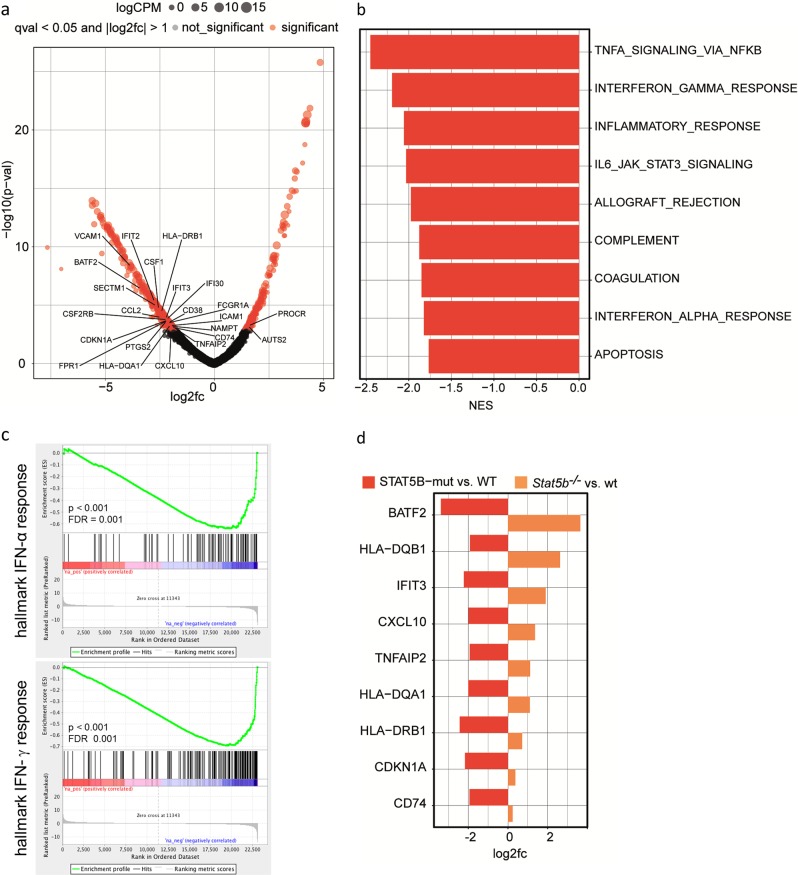
IFN responses are enhanced in human STAT5B mutant T cell large granular lymphocyte leukemia (T-LGLL). **a** RNA-seq from STAT5B mutant (*n* = 4) and wt (*n* = 13) T-LGLL patient samples. Significantly differentially (*q* value <0.05 and fold change >2) upregulated (*n* = 256) or downregulated (*n* = 376) genes were identified. Deregulated genes belonging to IFN-α and IFN-γ hallmark gene sets are indicated. Size of points corresponds to logCPM (counts per million) expression levels. **b** Significantly (NES <−1.75, FDR <0.25) negatively enriched hallmark gene sets obtained from GSEA of log 2 fold-change ranked gene lists from differential expression analysis of STAT5B mutant (vs. wt) T-LGLL cases. **c** Enrichment plots of the IFN-α and IFN-γ hallmark gene sets from GSEA. **d** Genes significantly (*p*-adjust <0.05) upregulated in *Stat5b*^*−/−*^ BCR/ABL^p185^ cell lines and significantly (*p*-adjust <0.05) downregulated in STAT5B mutant T-LGLL cases. IFN interferon, STATB signal transducers and activators of transcription 5B, RNA-seq RNA-sequencing, wt wild type, GSEA geneset enrichment analysis, NES normalized enrichment score, FDR false discovery rate

The opposite gene regulation pattern of human *STAT5B* mutant and murine *Stat5b*^*−/−*^ leukemias regarding IFN responses prompted us to compare the expression of a specific set of genes. We selected genes that were upregulated in the murine *Stat5b*^*−/−*^ samples and explored their expression in human *STAT5B* mutant leukemia. This approach identified nine IFN hallmark genes regulated in opposite directions: *BATF2*, *HLA-DQB1*, *IFIT3*, *CXCL10*, *TNFAIP2*, *HLA-DQA1*, *HLA-DRB1*, *CDKN1A*, and *CD74* (Fig. 7d).

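In the murine libraries, 8 of the mouse counterparts of these genes rose in Stat5b-/- against wt at an adjusted p under 0.05, Cd74 only narrowly, and Tnfaip2 was below the filter on low counts. Batf2 (ENSMUSG00000039699.13, chromosome 19 from 6140983 to 6172476) had 21 to 36 reads in a Stat5b-/- library and at most 1 in a wt library, and a log2 fold change of 6.17 (standard error 0.65, adjusted p = 5.52e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). H2-Ab1 (ENSMUSG00000073421.5, chromosome 17 from 34263209 to 34269418) had a log2 fold change of 2.73 (standard error 0.16, adjusted p = 2.05e-08), and Ifit3 (ENSMUSG00000074896.3, chromosome 19 from 34583531 to 34588731) one of 2.07 (standard error 0.27, adjusted p = 3.84e-05). Cxcl10 (ENSMUSG00000034855.13, chromosome 5 from 92346638 to 92348889) had 22 to 28 reads in a Stat5b-/- and 10 to 12 in a wt library, and a log2 fold change of 1.59 (standard error 0.29, adjusted p = 6.54e-04). H2-Aa (ENSMUSG00000036594.14, chromosome 17 from 34282744 to 34287827) rose by a log2 fold change of 1.16 (adjusted p = 6.11e-05) and H2-Eb1 (ENSMUSG00000060586.10, chromosome 17 from 34305877 to 34316199) by 1.01 (adjusted p = 1.82e-04), and counts of H2 genes are uncertain because they form a multigene family. Cdkn1a (ENSMUSG00000023067.13, chromosome 17 from 29090979 to 29100722) rose by 0.41 (adjusted p = 0.00945) and Cd74 (ENSMUSG00000024610.14, chromosome 18 from 60803848 to 60812646) by 0.27 (adjusted p = 0.0472), both below a fold change of 2. Cd74 did not pass with the replicate number as a block (0.27, adjusted p = 0.101), with shrunken DESeq2 fold changes (0.24, adjusted p = 0.0648) or in 8 of the 9 fits that each left out 1 library. Cdkn1a did not pass in 1 of those fits. With the GC offset, chosen after seeing the data, Cd74 passed without the replicate block (0.29, adjusted p = 0.0199) and with it (0.29, adjusted p = 0.0411). Tnfaip2 (ENSMUSG00000021281.15, chromosome 12 from 111442469 to 111455018) had 2 to 5 reads in a wt and 6 to 14 in a Stat5b-/- library, and tested without the filter its log2 fold change was 1.54 (standard error 0.56, adjusted p = 0.0252). Cd74 was lower in Stat5b-/- than in Stat5a-/- (-0.79, adjusted p = 7.00e-05). It lies on chromosome 18, whose genes were higher as a group in Stat5a-/-, as were those of chromosomes 17 and 19, where Batf2, Ifit3, Cdkn1a and the H2 genes lie. With the share of T-cell receptor reads as a covariate, Batf2, H2-Ab1, Ifit3 and Cdkn1a kept an adjusted p under 0.05 in Stat5b-/- against wt. H2-Aa (0.52, adjusted p = 0.0531), H2-Eb1 (0.50, adjusted p = 0.0951), Cxcl10 (1.23, adjusted p = 0.102) and Cd74 (0.23, adjusted p = 0.38) did not. The human samples were not analysed here.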

## Discussion

Here, we investigated the role of STAT5 isoforms in BCR/ABL^+^ leukemia, a disease that ceases upon combined loss of STAT5A and STAT5B [9]. The use of *Stat5a*^*−/−*^- and *Stat5b*^*−/−*^-knockout mice allowed investigating individual contributions of STAT5B and STAT5A to the development of disease.

Our study defines STAT5B as the critical isoform for the transformation of BCR/ABL^+^ cells. Several lines of evidence support this conclusion; the enforced expression of STAT5B in BCR/ABL^+^ cells enhances cell proliferation, while knockdown decreases colony formation in vitro. In murine models, the lack of STAT5B prolongs tumor formation in vivo.

The privileged role of STAT5B for BCR/ABL-induced leukemogenesis is documented in reduced colony formation in the absence of STAT5B. The absence of STAT5A exerts minor effects. Similarly, the establishment of immortalized cell lines is severely hindered in the absence of STAT5B and demands enhanced levels of the BCR/ABL oncoprotein, whereas the absence of STAT5A is of minor impact. Once established, *Stat5b*^*−/−*^ cells maintain a reduced proliferative capacity and induce leukemia significantly later. Confirmation stems from experiments where we applied a leukemia model using retroviral infection in new-born mice: *Stat5b*^*−/−*^ mice succumbed significantly later to leukemia. In contrast, *Stat5a*^*−/−*^ cells—while showing a reduced but still existent capacity to transform in vitro—showed superimposable kinetics of disease onset as wt cells in both in vivo models.

The model of new-born infection adds another layer of complexity as STAT5B is absent in the entire organism including immunological tumor surveillance. In BCR/ABL-induced leukemia NK cells represent the primarily responsive cellular compartment which survey the tumor cells [31, 35, 36]. The fact that leukemia appears delayed in *Stat5b*^*−/−*^ mice came rather surprising as *Stat5b*^*−/−*^ NK cells are less functional—which would rather promote leukemia formation ([37, 38] and own observations). In contrast to our expectations that an impaired NK cell-mediated tumor surveillance accelerates leukemogenesis, STAT5B-deficient animals disease significantly later. This indicates a pronounced defect of *Stat5b*^*−/−*^ mice in tumorigenesis, which cannot be outweighed by a decreased NK cell-mediated tumor surveillance. It also indicates that any therapeutic strategy blocking STAT5B will maintain beneficial effects despite inhibiting NK cell functions.

STAT5B is critical at two distinct steps of transformation; during the initial switch from a normal to a transformed cell as well as during the establishment and progression of leukemia in vivo. The role of STAT5B in the initial phase of transformation is reflected by the reduced capability to form colonies. Blocking of IFN signaling restored the capability of *Stat5b*^*−/−*^ BM cells to transform and form colonies. The transcriptional programs driven by IFN-α and IFN-γ are significantly increased in *Stat5b*^*−/−*^ cells and only to a lesser extent in *Stat5a*^*−/−*^ BCR/ABL^+^ cells. An involvement of STAT5 in IFN signaling in other cellular systems has already been suggested [39–42]. Our study now poses the IFN–STAT5 axis in the core of B-lymphoid tumorigenesis.

Despite undetectable IFN levels via enzyme-linked immunosorbent assay (data not shown), we observed a clear-cut phenotype upon blocking signaling via interfering antibodies. Treatments with anti-IFNAR1 or anti-IFN-γ restored the ability of *Stat5b*^*−/−*^ BM cells to transform—pointing at the involvement of tonic IFN signaling. Tonic IFN signaling is characterized by a constant but low-level production of IFNs [43, 44]. Besides, during the initial transformation, cells encounter oncogenic stress and need to overcome the p53 response. In the latter, STAT5 was already predicted to have a critical role [45–47].

Even upon overcoming this initial hurdle and when the leukemic cell lines are established, STAT5B-deficient cells still display a significant disadvantage as fatal disease occurs with a delay in vivo. Here, the established role of STAT5B as cell cycle regulator comes into play; STAT5B controls cell cycle progression and its loss interferes with proliferation and motility of tumor cells [20, 27, 48–50]. We currently do not know how significant the STAT5B-mediated suppressive effect on IFN signaling is during this advanced stage of transformation. The fact that IFNs have been used as therapeutics for decades to treat patients suffering from BCR/ABL^+^ leukemia suggests a key role for IFN in this disease [44, 51–53]. Any therapeutic strategy that interferes with STAT5B signaling might also enhance IFN production of the leukemic cells that may support a curative effect.

Our data may be of direct clinical relevance: current studies propose STAT5B as a key driver in human hematological tumors [20–24]. In that sense, the activation of STAT5B might be an asset during transformation and explain why gain-of-function mutations are found in hematological disorders at increased frequency. Our analysis of patient-derived samples with *STAT5B* mutations confirms this concept and extends it to the human hematopoietic system. Patients suffering from lymphoid malignancies with an activating *STAT5B* mutation display deregulated IFN signaling pathways. We found many genes being mirror-inverted when compared to the murine *Stat5b*-deficient leukemic cells.

Our results contribute to the knowledge of how STAT5B controls tumorigenesis in the hematopoietic lineage, a finding that was originally described in STAT5B gain-of-function mouse models [15–17].

We provide a novel edge to the role STAT5B in transformation, besides controlling cell cycle, apoptosis, and p53 responses. STAT5B is required to suppress IFN signaling, which is necessary for cells to fully transform. A better understanding of the complex role of STAT5B in leukemia will enable the development of precision medicine strategies to treat disease.

### Availability of data and materials

Due to constraints in the ethical permit, the raw sequencing data of patients is only available from the corresponding author upon reasonable request.

## Supplementary information

Supplementary appendix

Supplementary table 1

Supplementary table 2

Supplementary table 3

How the deposited data were processed for this re-analysis (not part of the article)

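RNA-seq was measured in 9 libraries, 3 technical replicates of 1 BCR/ABLp185+ cell line for each of wt, Stat5a-/- and Stat5b-/-. The authors trimmed the reads, mapped them with STAR at its default settings to the GENCODE M13 mouse genome (GRCm38), counted reads on union gene models with featureCounts and deposited the counts without normalization, for 50686 genes in each library. The human samples were not analysed here.

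Gene symbols came from a GENCODE M21 table, which named 50376 of the 50686 genes. Positions are those of the deposited tables. Samples were grouped by the genotype in their titles and labels. The deposited description of the knockout samples reads as wild-type cell lines, in conflict with these titles and labels. Library totals lay between 11948136 and 19016396 counted reads, with a median of 16569410 in wt, 13120053 in Stat5a-/- and 14416483 in Stat5b-/-. The change of a gene with only a few reads in a library is imprecise at this depth, and reads without molecular identifiers are not independent molecules.

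Counts were normalized with TMM and tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest on all 9 libraries, filterByExpr, 13852 genes tested, Benjamini-Hochberg adjustment). Genes past an adjusted p of 0.05 and an absolute log2 fold change of 1 were counted in each direction. Standard errors were taken as the absolute log2 fold change over the square root of F. Genes exclusive to Stat5b-/- were those past both limits in Stat5b-/- against wt and not past them in the same direction in Stat5a-/- against wt. The definition by adjusted p alone instead left out genes with an adjusted p under 0.05 in Stat5a-/- against wt in either direction. Gene sets were tested with fgsea 1.28.0 on genes ranked by log2 fold change, over 6 mouse Reactome sets. The 113 genes of Fig. 4c were read from the figure, 1 of them from a partly legible label. The genes to be named were those the paper names for the murine data, the knocked-out genes, genes the paper measures in other assays, sex-linked genes, Cdkn2a and Trp53, the immunoglobulin V genes as a family, and the 5 largest rises and 5 largest falls in Stat5b-/- and 3 and 3 in Stat5a-/-. The last were taken among genes past both limits whose knockout libraries all lay on the same side of every wt library. This rule, the tests and the alternatives of the next paragraph up to the replicate block were set before the data were examined.

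The alternatives were DESeq2 1.42.0 with its size factors and Wald test, with and without shrunken log2 fold changes, RLE normalization, no filter on low counts or a mean of at least 10 counts, only the 2 genotypes compared in the fit, genes on X and Y left out, each library left out in turn, a test against a log2 fold change of 1, an adjusted p under 0.1, exclusive genes defined by adjusted p alone, ranking by the signed square root of F, the camera test of limma 3.58.1, random gene lists, and the replicate number as a block. The replicate numbers come from the sample titles. Chosen after seeing the data were an offset for GC content from a loess curve of each library (span 0.5), that offset with the replicate block, the log2 share of T-cell receptor beta V-gene reads as a covariate, and leaving out genes on chromosomes 17, 18 and 19.

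The steps were tested on simulated counts with the real means and library sizes, in which 200 genes were changed. The counts were drawn independently with the same dispersion for every gene. They lacked the deviations with GC content of the real replicates, so these rates may not hold for the real data. Of the 196 changed genes that passed the filter, edgeR recovered 93.9% with 16 false calls among 13562 genes, and DESeq2 recovered 88.8% with 22 false calls. Where 200 other genes were made to follow the T-cell receptor share, 176 of them were called without the covariate and 0 with it, while the number of changed genes called fell from 186 to 146, so the covariate also removes true differences.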

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

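The tests of V-gene usage, of reads passed between libraries, of an extra chromosome copy, of a mislabelled sample and of the Y-gene reads were chosen only after the result was seen.

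Reads of T-cell genes were found in all 9 libraries. The mean of 16 marker genes, listed before their reads were looked up, was higher in Stat5b-/- than in wt by a log2 ratio of 1.19 and in Stat5a-/- by 0.44. Over the 9 libraries, the deviations of the marker sum from the mean of its line followed those of the T-cell receptor beta V genes (Pearson r = 0.95, one-sided exact permutation test within lines, p = 0.00463). The V-gene reads were spread over many genes, with at most 27.4% on 1 gene in a line. The shares of the V genes had a correlation of at least 0.98 between lines, which goes against each line using V genes of its own. Like shares would also arise if every line expressed the same V genes itself, so they do not exclude that. RNA from T cells in the libraries is a candidate explanation. The reads of 16 line-specific genes in libraries of the line that lacks them bound the passing of reads between these 9 libraries at 0.137% of a gene's reads in the other libraries, which could give at most 2.02% of the marker reads of a library. The number of marker reads differed by 3.02 times between libraries, which does not test reads passed from libraries other than these 9, so the signal cannot be told apart from that explanation.

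Xist was higher than in wt by a log2 fold change of 7.73 in Stat5b-/- and 7.49 in Stat5a-/- (edgeR adjusted p = 2.06e-11 and 2.04e-11), in 3 of 3 libraries of each line. The Y genes Ddx3y, Uty, Kdm5d and Eif2s3y were lower in both, with a sum of 121 ± 20.4 CPM (SD, n = 3) in wt, 25.6 ± 4.90 in Stat5a-/- and 50.1 ± 14.1 in Stat5b-/- libraries. Within a knockout line Xist differed by at most 1.44 times, and the 3 libraries with the lowest Stat5a values were those labelled Stat5a-/-, which goes against a mislabelled sample. Over the 6 knockout libraries, the deviations of the Y-gene reads from the mean of their line followed the T-cell receptor V-gene reads (r = 0.99, one-sided exact permutation test within lines, p = 0.0278, the smallest that 36 permutations can give). The wt libraries, with more Y-gene reads, went the same way. Their Y-gene CPM was 101.8, 142.6 and 119.7 in replicates 1, 2 and 3, and their V-gene CPM 19.8, 39.2 and 30.5. The remaining Y-gene reads may share their source with the T-cell reads. The correlation cannot tell this from a difference between libraries that moves both. Xist lay between 9.44 and 12.28 normalized CPM in the wt libraries and between 1817 and 2823 in the knockout libraries. With the Y-gene sums, this goes against wt and the knockout lines coming from mice of the same sex, which was not tested otherwise. Line and genotype cannot be told apart, and in the comparisons with wt neither can sex.

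Genes on chromosomes 17, 18 and 19 were higher in Stat5a-/- against wt than genes on the other autosomes, with shifts in the median log2 fold change of 0.564, 0.462 and 0.437. Each of the 3 medians was at percentile 100 among 10000 random gene lists of the same size. The mean shift was 0.488, against 0.585 for 3 copies in place of 2, and when each chromosome was divided into 3 equal parts, every part was shifted, by 0.34 to 0.63. With the GC offset the mean shift was 0.489, and with the T-cell receptor share as a covariate 0.485. Neither moved it, and the covariate could hardly do so, since the T-cell receptor beta V genes had 29.8 ± 9.75 CPM (SD, n = 3) in wt and 32.6 ± 4.53 in Stat5a-/- libraries. An extra copy of these chromosomes in the Stat5a-/- line is a candidate explanation, tested on the data in which it was seen. In Stat5b-/- the shifts were 0.12, -0.062 and 0.012, with the medians at percentiles 99.99, 4.51 and 63.85 among random lists. Chromosome 17 was thus also shifted in Stat5b-/-, by less than in Stat5a-/-. Chromosome 6 was shifted in both knockout lines, by 0.20 in Stat5b-/- and 0.12 in Stat5a-/-, which was not tested further.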

How the results depend on the processing

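The GC offset, the T-cell receptor share and the removal of chromosomes 17, 18 and 19 were chosen only after the result was seen. The 11 counts of genes stayed within 1.5 times under the replicate block, DESeq2 with and without shrinkage, RLE normalization, the other filters, fits on 2 genotypes, the GC offset with and without the block, the removal of sex chromosomes or of chromosomes 17, 18 and 19, and the removal of any 1 library. With the replicate block, 1438 genes were up and 1157 down in Stat5b-/- against wt.

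A test against a log2 fold change of 1 gave 634 genes up and 727 down in Stat5b-/-, 636 up and 581 down in Stat5a-/-, 261 up and 502 down between the knockout lines, and 326 up and 342 down only in Stat5b-/-. With exclusive genes defined by adjusted p alone, which drops changes in either direction in Stat5a-/-, 306 were down only in Stat5b-/-. With the T-cell receptor share as a covariate, 520 genes were up only in Stat5b-/- and 31 Fig. 4c genes were higher in Stat5b-/- than in Stat5a-/-. The cause was not tested.

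Without a filter on low counts, in Stat5b-/- the NES of glycolysis (-1.34), respiratory electron transport (-1.07) and interferon alpha/beta signaling (1.07) no longer passed, and that of glycolysis in Stat5a-/- reversed (0.58). With the T-cell receptor share, glycolysis (-1.02) and respiratory electron transport (-0.91) in Stat5b-/- and interferon gamma signaling between the knockout lines (1.25) no longer passed. Respiratory electron transport in Stat5b-/- did not pass with the GC offset (-1.20) or without chromosomes 17, 18 and 19 (-1.22). In the camera test its adjusted p was 0.677, and that of glycolysis 0.623. Random lists reversed mTOR signalling in Stat5b-/- (percentile 70.6) and respiratory electron transport in Stat5a-/- (percentile 13.5). Interferon alpha/beta signaling between the knockout lines passed with 2 genotypes in the fit (1.23), with shrunken log2 fold changes (1.24), ranked by F (1.64), in the camera test (adjusted p 0.171) and among random lists (percentile 97.8). Over the 9 fits that each left out 1 library, the NES ranged from -1.49 to -1.08 for respiratory electron transport in Stat5b-/- and from -0.35 to 0.71 in Stat5a-/-, and from 1.27 to 1.66 for interferon gamma and 1.15 to 1.37 for interferon alpha/beta signaling between the knockout lines. Respiratory electron transport in Stat5b-/- did not pass without wt replicate 1 (fgsea adjusted p = 0.267) or Stat5b-/- replicate 1 (0.513). Between the knockout lines, interferon gamma signaling did not pass without Stat5b-/- replicate 1 (0.253). Interferon alpha/beta signaling newly passed there without Stat5a-/- replicate 3 (0.151) or Stat5b-/- replicate 3 (0.2). The cause was not tested.

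In single genes between the knockout lines, the direction reversed for H2-Eb1 (-0.26) and Eif2s3y (-0.031) with the T-cell receptor share and for Xist with the GC offset (-0.0063) and with that offset and the replicate block (-0.026). With 1 library left out, Cdkn1a ranged from -0.026 to 0.14 and Robo2 from -0.75 to 2.73, reversing for Cdkn1a in 3 fits (-0.00047, -0.0096 and -0.026) and for Robo2 in 2 fits (2.73 and 0.32). With the T-cell receptor share, 19 other log2 fold changes of named genes no longer passed and 102 stayed as they were. In the fits without 1 library, 44 values no longer passed, 6 newly passed and 1070 stayed. At this depth, changes of genes with few reads in both lines, such as Robo2 between the knockout lines, are imprecise.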

Differences from the paper's values

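Of 45 values of the paper that were compared, 18 differed, each a log2 fold change from Supplementary Table 1 or 2. Supplementary Tables 1 and 2 were read without 124 and 807 of their rows, so falls listed there were not compared. In Stat5a-/- against wt, the paper's value and the value found here were 1.40 and 3.45 for Batf2, 5.69 and 10.27 for Tenm4, 3.11 and 5.80 for Oaf, 5.46 and 6.86 for Hs3st2, 7.12 and 11.06 for Gldc, 6.40 and 10.97 for Gm525 and 8.37 and 10.58 for Ston1. In Stat5b-/- against wt, the paper's value and the value found here were 3.65 and 6.17 for Batf2, 5.86 and 10.46 for Tenm4, 6.43 and 10.43 for Lhfpl2, 5.77 and 9.81 for Sytl4, 6.37 and 9.18 for Oaf, 7.58 and 9.04 for Hs3st2, 4.50 and 9.01 for Gm525 and 1.54 and 3.38 for Ston1. For these 15 values, DESeq2 with shrunken log2 fold changes closed the gap, with 3.74 for Batf2 in Stat5b-/- and 7.16 for Gldc in Stat5a-/-, for example, and none of the other alternatives set before the data were examined did, where they tested the gene.

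For Mx2 in Stat5b-/- against wt, the paper's value was 1.63 and the value found here 2.58. The gap was closed by DESeq2 with shrunken log2 fold changes (1.70) and by leaving out wt replicate 3 or Stat5b-/- replicate 3, and by no other alternative set before the data were examined that tested the gene. For Cxcl10 the paper's value was 1.36 and the value found here 1.59. The gap was closed by the shrunken log2 fold change (1.39) and by leaving out wt replicate 3, Stat5b-/- replicate 1 or Stat5b-/- replicate 3, and by no other alternative set before the data were examined that tested the gene. For Tnfaip2, which was tested only without a filter on low counts and in 7 of the 9 fits that each left out 1 library, the paper's value was 1.11 and the value found here 1.54. Leaving out wt replicate 1 closed this gap and the other 7 alternatives that tested the gene did not. DESeq2 with shrunken log2 fold changes was not run for it.

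The legend of Fig. 7d places Tnfaip2 below the paper's limit on the adjusted p, while Supplementary Table 2 gives the paper's adjusted p for it as 0.0753, and without a filter on low counts it was 0.0252 here. Of the tested genes that Fig. 4c groups as only enriched in Stat5a-/-, 4 of 8 also rose in Stat5b-/- at an adjusted p under 0.05, and of those grouped as only enriched in Stat5b-/-, 1 of 18 also rose in Stat5a-/-. Of the 75 grouped as predominantly enriched in Stat5b-/-, 4 were lower in Stat5b-/- than in Stat5a-/-.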

Other observations

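The tests of the interferon genes against the T-cell receptor share, the T-cell limit and GC content, of the neighbours of Cdkn2a, of Stat5a and T-cell reads on Stat5b and of GC content between replicates, and the counts of splits with the groups kept in their roles and with 1 line kept whole, were chosen only after the result was seen.

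Of the 97 Fig. 4c genes up in Stat5b-/- against wt, 73 remained up with the T-cell receptor share of each library as a covariate. If the T cells in the libraries are alike, their RNA alone cannot raise a gene by more than the T-cell marker genes rose, a log2 ratio of 1.19, and 66 of the 97 genes rose by more. With the GC offset 97 were up, and with all libraries thinned to the smallest total 95. The rise is not fully explained by T-cell RNA. The GC offset and the thinning hardly moved a number that is close to the 101 genes tested, so they say little about GC content or library size. Of the 62 genes higher in Stat5b-/- than in Stat5a-/-, 31 remained with the covariate, and 46 differed by more than the marker genes did, a log2 ratio of 0.76. The T-cell receptor beta V genes differed by more, with 64.7 ± 16.9 CPM (SD, n = 3) in Stat5b-/- and 32.6 ± 4.53 in Stat5a-/- libraries. A limit set by them would leave fewer genes, which were not counted. T-cell RNA may account for part of the difference in the Fig. 4c genes. The covariate, which differs between the lines, may also remove part of a true difference. With 1 line of each genotype, a difference between lines cannot be told apart from one between genotypes.

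Other splits of the libraries were set against the real one. The 6 libraries of a comparison can be split in 10 ways, of which 4 part all 3 same-numbered pairs and the others part 1 pair. Of these 4, only 1, the real one, gave as many genes up, as many genes down and as many Fig. 4c genes in each of the 3 comparisons. In each other split, 2 libraries of 1 line stand with 1 of the other, so the difference between the lines adds to the spread within the groups. The 27 other splits of the comparisons gave 0 genes past both limits, and at an unadjusted p under 0.05 and a fold change above 2 they gave 10 to 124 genes up and 6 to 81 down, and 0 to 12 Fig. 4c genes. With 4 splits the share cannot fall under 0.25. The NES rests on ranks and keeps what remains of the difference between the lines in such a split, so these splits cannot tell whether an NES arose from the grouping. The number of the 4 splits with an absolute NES as large was 2 for interferon gamma signaling, 2 for interferon alpha/beta signaling, 2 for glycolysis, 3 for respiratory electron transport, 2 for mTOR signalling and 4 for cholesterol biosynthesis in Stat5b-/- against wt, 4 for interferon gamma signaling, 2 for interferon alpha/beta signaling, 4 for glycolysis, 4 for respiratory electron transport, 3 for mTOR signalling and 2 for cholesterol biosynthesis in Stat5a-/- against wt, and 2 for interferon gamma signaling and 2 for interferon alpha/beta signaling between the knockout lines. For the genes exclusive to Stat5b-/-, the 9 libraries were split in 36 ways into 3 groups with 1 library of each number. Taking the largest number over all roles of the groups and both directions in each other split, 3 of the 36 splits gave as many genes as the 869 up and 4 of the 36 as many as the 565 down, the real one included. With the groups kept in their roles, 1 of 36 did in each direction, and the other splits reached at most 557 up and 519 down. The other splits with such genes were the 9 that keep 1 line whole and mix the others, so they still hold a difference between the real lines and are not free of it. The remaining 26 splits gave 0 genes past both limits in 1 comparison only, and at an unadjusted p under 0.05 and a fold change above 2 at most 489 up and 510 down. These splits therefore cannot tell whether the exclusive genes arose from the grouping.

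Of the Fig. 4c genes, those on chromosomes 17, 18 and 19 had a median log2 fold change of 1.00 in Stat5a-/- against wt and those elsewhere 0.67. They did not rise significantly more often than the others (two-sided Fisher's exact test, p = 0.471, 17 of 24 against 47 of 77). Without the genes on these chromosomes, the NES of interferon gamma signaling in Stat5a-/- fell from 1.69 (fgsea adjusted p = 0.0141) to 1.50 (adjusted p = 0.233), with fewer genes in the set. It also fell in Stat5b-/- against wt, from 2.09 (adjusted p = 3.59e-06) to 1.80 (adjusted p = 0.0062), and between the knockout lines, from 1.58 (adjusted p = 0.03) to 1.37 (adjusted p = 0.11), so the fall is not specific to Stat5a-/-. With the GC offset, 82 Fig. 4c genes rose in Stat5a-/-, against 64 without it. GC content is a candidate source of the spread between technical replicates, whose deviations had an absolute correlation with it across genes of up to 0.612.

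Cdkn2a (chromosome 4 from 89274471 to 89294653) had 165 ± 12.7 normalized CPM (SD, n = 3) in wt, 13.8 ± 1.10 in Stat5a-/- and 8.51 ± 0.319 in Stat5b-/- libraries. Its log2 fold change against wt was -3.58 in Stat5a-/- and -4.28 in Stat5b-/- (edgeR adjusted p = 8.50e-11 and 3.68e-11), and in Stat5b-/-, where 3 of 3 libraries were lower than every wt library, it was -4.20 with the GC offset. A deletion that takes in the neighbours was tested on them. Mtap had a log2 fold change of -0.879 in Stat5b-/- (edgeR adjusted p = 2.16e-05) and -0.37 in Stat5a-/- (adjusted p = 0.0151). Cdkn2b had one of -1.06 (adjusted p = 0.0032) and -0.0079 (adjusted p = 0.984). Neither fell as far as Cdkn2a, but both were lower in Stat5b-/- than in wt. The neighbours do not test a deletion of Cdkn2a alone, so a deletion was not excluded. Trp53 had a log2 fold change of -0.18 in Stat5b-/- (adjusted p = 0.228).

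Reads on Stat5b remained in the Stat5b-/- libraries. In Stat5a-/-, where Stat5a fell, Stat5b had a log2 fold change of 0.426 against wt, which goes against reads of Stat5a counted on Stat5b. Over the 3 Stat5b-/- libraries, the slope of Stat5b on the T-cell marker sum was 0.38 on a log2 scale, less than the 0.5 set for T-cell RNA as their source, though 3 libraries give an imprecise slope. Which exons the reads lie on was not analysed here.

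Ifng had at most 3 reads in a library and the 15 Ifna and Ifnb1 genes together at most 1, so a change in them was not detectable at this depth. Abl1 had a log2 fold change of 1.71 in Stat5b-/- and 0.77 in Stat5a-/- against wt (edgeR adjusted p = 1.09e-06 and 0.00119), and Bcr one of 1.40 and 0.67 (adjusted p = 1.40e-04 and 0.0245). Over the 9 fits that each left out 1 library, Bcr in Stat5a-/- ranged from 0.43 to 0.77 and did not pass in 3. Abl1 was higher than in every wt library in 3 of 3 Stat5b-/- and 3 of 3 Stat5a-/- libraries, and Bcr in 3 of 3 and 3 of 3. The 218 immunoglobulin V genes together had 27.9 ± 0.916 CPM (SD, n = 3) in wt, 20.9 ± 1.61 in Stat5a-/- and 25.5 ± 2.03 in Stat5b-/- libraries. Besides 1 Igkv gene with many of these reads in each line, Ighv5-2 took 20.5% in wt, Igkv3-2 took 12.5% in Stat5a-/-, and Ighv2-2 took 18.3% in Stat5b-/-.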
